A study of Mus musculus with 8 samples.

How the data were processed

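RNA was measured in cardiomyocytes purified from the hearts of C57BL6/J mouse pups on postnatal day 2, with 1 male and 1 female heart taken from each of 4 litters. Per the labels' protocols, RNA was purified on columns, 1 µg of total RNA went into a stranded total RNA library kit, and single-end reads of 100 bases were made on an Illumina NovaSeq instrument with a target of 20 M reads per sample. The labels give the molecule as poly(A) RNA, while the kit they name is one for total RNA, and this conflict was left open.

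The authors deposited 1 table of raw read counts per gene symbol and sample, with 48440 entries and 8 columns, 1 for each sample. The aligner, the counting program, the genome build, the annotation and whether counting used the strand are not stated in the labels. Counts in the deposited table are whole numbers that sum to between 14226342 and 24910243 per library. No entry lacks a name, and no column belongs to another sample. A spreadsheet had turned 27 symbols into dates, and 2 of the resulting names stand on more than 1 entry. These entries were kept under their names in the table.

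Chromosomes were assigned from GENCODE M21 on GRCm38, which is not known to be the build the authors used, so chromosomes are given and positions are not. The symbol gave a chromosome for 46362 entries, an older symbol for 591, and the neighbours in the order of the table for 1484, while 3 had none. Among 46306 entries with both neighbours on 1 chromosome, the chromosome from the symbol differed for 6. Sequence sharing between genes was measured as the percent of 100-base windows of a gene's longest GENCODE M21 transcript that also occur in transcripts of another gene on either strand.

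Analysis ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python with pandas 2.3.3 and scipy 1.17.1. Genes were filtered with filterByExpr on sex, which kept 13771 genes, and libraries were scaled with TMM. Sexes were compared by edgeR's quasi-likelihood F test, male minus female, without a litter term, which leaves 6 residual degrees of freedom. The litter test took the 3 litter coefficients together in a model with sex, which leaves 3 residual degrees of freedom, and each litter was then compared with the mean of the other 3. Those 4 comparisons share libraries and are not independent. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Standard errors were computed as the size of the log2 fold change divided by the square root of F.

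Gene lists were fixed before the data were examined, as were the designs, most alternatives and the rule for naming genes. They covered cell types, cell cycle phases, stress, metabolism, interferon response and heart chambers. Lists with at least 2 tested genes entered the tests, which left 17, and the neutrophil list dropped out because its genes had too few counts. By sex, lists were tested with limma's camera at a preset correlation of 0.01 on log2 CPM (counts scaled to a common library total) with a prior count of 2, with fry and an estimated correlation beside it. By litter, each list was scored as the mean z-score per library, and the share of the sex-centred variance between litters was set against the 24 ways to match the females to the males, one-sided. The smallest p-value these matchings can give is 0.0417. A list that moves in 1 litter alone cannot reach it, because several matchings then tie. The X-linked median was tested two-sided over the 35 splits of the 8 samples, where the smallest p-value is 0.0286.

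Named genes were, for sex, the 10 with the largest absolute log2 fold change past the threshold and of the same direction in all 4 litter pairs, and 10 such genes outside the X and Y chromosomes. For litter, they were the 5 genes with the smallest adjusted p-value. The 3 members with the largest change could be named for a list past its threshold. The genes of the Y-linked, X inactivation and X escape lists were named as well. The same rule was applied to the litter-blocked fit.

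The labels state that the number of a sample is its litter, so the numbers pair a male with a female. After removal of the sex means, the correlation across genes between the male and the female of a litter was 0.506, 0.503, 0.696 and 0.367 in litters 1 to 4. Pairs from different litters ranged from -0.482 to 0.27. A fit with litter as a block was therefore an alternative, and its value is printed where it changes a call or a count. Chi-square statistics per degree of freedom between libraries of the same sex ranged from 10.3 to 49.2, so no library repeated another within sampling noise.

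Scripts were tested on simulated counts for 13771 genes, of which 200 were changed. The test of sex recovered 91.5% of changed genes without the block and 96.5% with it, and 5.2% and 3.5% of calls were false. Median absolute log2 changes in these runs were 0.991 and 1.006, so the shares hold for changes of about that size. The runs took the spread of each fit and are not known to carry differences between litters like those in the data. They therefore do not give the power of the unblocked test in the real libraries. The litter test recovered 98.5% with 0% false, and made 0 calls when no gene was changed. A fibroblast list raised by 0.5 on the log2 scale was measured at 0.46.

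Alternatives fixed beforehand were edgeR's RLE size factors, library size alone, DESeq2, limma-voom with sample weights, no filter on low counts, a mean of at least 50 counts, mitochondrial genes left out, a prior count of 0.5, and each sample or litter left out in turn. Thinning of every library to the smallest total, a correction for GC content and transcript length, library size alone for the genes of each litter, alternatives within the litter-blocked fit and alternatives for single lists were added after the data were seen. One count corresponds to between 0.0401 and 0.0703 CPM. A gene with 3 counts or fewer was taken as at the floor, and 95% Wilson intervals are given for shares of a single library. Intervals and floors cover counting error only, since the labels mention no molecular identifiers.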

Results

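The neonatal cardiomyocyte transcriptome was measured in 8 libraries, 4 from male and 4 from female hearts of mouse pups on postnatal day 2. Each of 4 litters gave 1 male and 1 female, so that both sex and litter can be compared. Total counts of the male libraries were 24910243, 23763934, 22534910 and 18849002 in litters 1 to 4, and those of the female libraries were 24250715, 21881253, 14226342 and 24547290. At least 1 count was found for 24853 of 48440 entries, and 13771 genes were tested, of which 459 lie on the X and 6 on the Y chromosome. Counts were those deposited, given here as CPM, which scales each library to a common total.

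The labelled sex of each library was checked first. Xist, the RNA that coats the inactive X chromosome, had 1106 ± 196 CPM in females and 3.22 ± 2.17 CPM in males (SD, n = 4), a ratio of 344. Its counts ran from 15865 to 31331 in female libraries and from 15 to 124 in male libraries. Ddx3y had 63 ± 8.23 CPM in males and 1 to 3 counts in females, which makes it at least 424-fold higher in males. Uty, at 29.7 ± 3.39 CPM in males, was at least 200-fold higher, and Kdm5d, at 39.5 ± 3.22 CPM, at least 266-fold higher. Eif2s3y had 110 ± 21.4 CPM in males and 0, 1, 3 and 5 counts in the females of litters 1 to 4. The females of litters 1 to 3 lie at or under the floor of 3 counts, so no exact ratio is given. All 8 libraries had the Xist and Y-linked levels of their labelled sex.

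**Figure D1:**
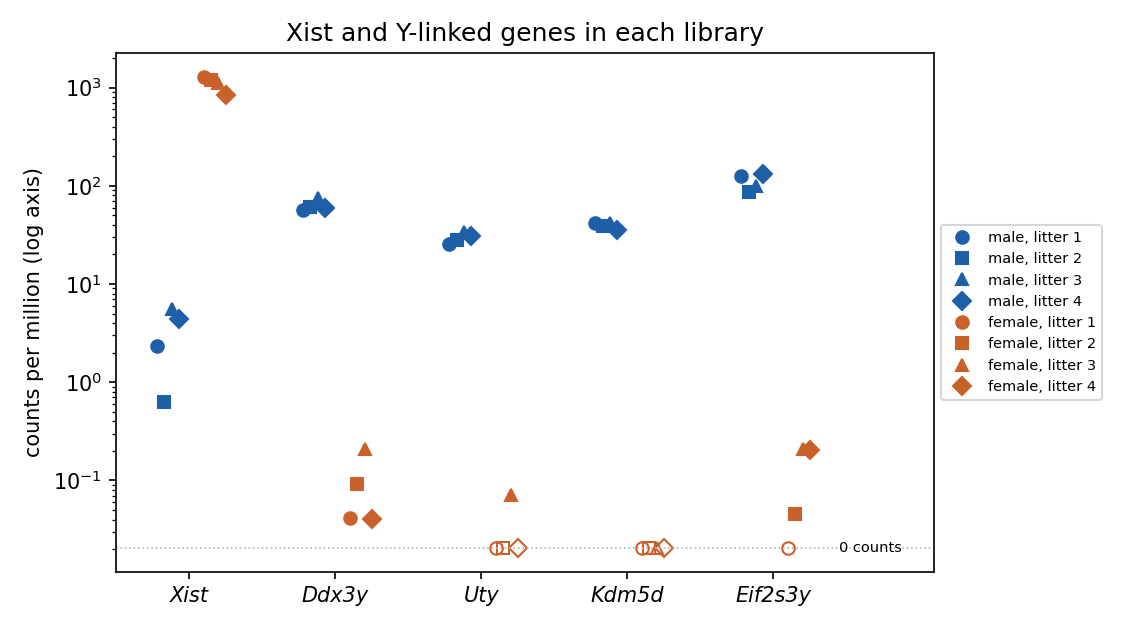
CPM of Xist and 4 Y-linked genes on a log axis, with 1 point per library, males in blue, females in orange and a marker shape per litter. Open markers on the dotted line stand for 0 counts. Xist lies at 833.5 CPM or more in the 4 females and at 5.50 CPM or less in the 4 males, and the Y-linked genes lie the other way round.

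The comparison of sexes asked which transcripts differ between male and female cardiomyocytes at this age. In edgeR's quasi-likelihood test, 6 of 13771 genes had an adjusted p-value under 0.05, of which 5 were higher in males and 1 was lower. All 6 lie on the X or Y chromosome and had the same direction in all 4 litters. Kdm5d, Uty, Eif2s3y and Ddx3y, all on chromosome Y, had adjusted p-values of 4.22e-07, 7.29e-08, 1.92e-07 and 1.08e-08. Gm29650, a noncoding RNA gene on chromosome Y, had 28 to 40 counts in males and 0 in every female, so that it was at least 10.5-fold higher in males (adjusted p = 0.0117). It was no longer past the threshold without the male of litter 1 (0.0598) or of litter 4 (0.0534), or with every library thinned to the smallest total (0.0547). Xist, on chromosome X, had a log2 fold change of -8.43 (SE 0.49, adjusted p = 1.69e-05). Of its sequence windows, 10.7% also occur in other annotated genes, among them Tsix on the opposite strand, and the strand setting of the counting is not stated. No gene outside the X and Y chromosomes passed the threshold, with 285 of 13305 at an unadjusted p-value under 0.05, against 1522 with the litter block. The 285 are fewer than chance alone gives at that threshold, so the unblocked fit can miss changes. The alternative that moved the count of 6 genes most was the litter block, with 29 genes.

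Genes of the X escape list, which are known to be read from both X chromosomes, were lower in males but not past the threshold over all genes. Kdm6a had 39.7 ± 5.25 CPM in males and 69.9 ± 11.5 CPM in females (SD, n = 4), a log2 fold change of -0.80 (SE 0.12, edgeR adjusted p = 0.0724). Kdm5c changed by -0.58 (SE 0.09, adjusted p = 0.0881) and Eif2s3x by -0.61 (SE 0.09, adjusted p = 0.0791). Each was lower in the male of all 4 litters. With the litter block, their adjusted p-values were 5.03e-05, 0.000318 and 0.00164. Of the sequence windows of Eif2s3x, 35.3% also occur in Gm2223, so its level is uncertain. Ddx3x, 5530601H04Rik, Pbdc1, Utp14a and Jpx had log2 fold changes from -0.38 to -0.13, none past the threshold. Adjusted over the list alone, 4 of the 8 genes passed, against 0 over all genes tested. On the Y-linked list 4 of 4 genes passed in both cases, and on the X inactivation list 1 of 2. Tsix, with 14 to 52 counts per library, had a log2 fold change of -0.04 (SE 0.36, adjusted p = 1), and 44.8% of its windows occur in Xist or Gm26992.

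With litter as a block, which compares the male and the female of each litter, 29 genes passed, 21 higher and 8 lower in males. They include the 6 genes of the unblocked fit, and all 29 had the same direction in the 4 litters. Of them, 19 lie outside the X and Y chromosomes, with 15 higher and 4 lower, against 0 without the block. Without litter 4 there were 7 higher and 7 lower, and of the 19 genes 8, 7, 16 and 8 passed in the fits without litters 1 to 4. On the X chromosome 5 genes passed, 1 higher and 4 lower, against 1 without the block. The higher one was Bgn, named here after its values were seen, which rose by 0.82 (SE 0.10, edgeR adjusted p = 0.00227) in all 4 litters, against an adjusted p-value of 1 without the block. The biological coefficient of variation was 17.3% without the block and 7.28% with it. Among these 19 genes, Cldn5 on chromosome 16 had the largest log2 fold change, -2.21 (SE 0.35, edgeR adjusted p = 0.0259), at 0.538 ± 0.375 CPM in males and 2.73 ± 3.00 CPM in females (SD, n = 4). Sfrp2 on chromosome 3 rose by 2.05 (SE 0.33, adjusted p = 0.0291) and Fmod on chromosome 1 by 1.97 (SE 0.33, adjusted p = 0.0407), with as few as 1 and 3 counts in a female library. Dcn on chromosome 10 rose by 1.14 (SE 0.11, adjusted p = 0.000315), from 5.85 ± 3.10 CPM in females to 12.9 ± 7.44 CPM in males. Mfap4, Itih5, Thbs1, Prss35, Adamts8 and Col12a1 rose by 0.98 to 1.68. Col1a1, Col1a2, Col3a1, Col5a1 and Postn also passed and, with Dcn, make 6 genes of the fibroblast list. Of the 10 genes with the largest change, Itih5 and Dcn passed in each of the 4 fits that left out 1 litter, and the other 8 lost the call in at least 1 of them. Sequence windows shared with another gene made up 8.4% of Adamts8 and 8.0% of Sfrp2, in each case a gene on the opposite strand.

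**Figure D2:**
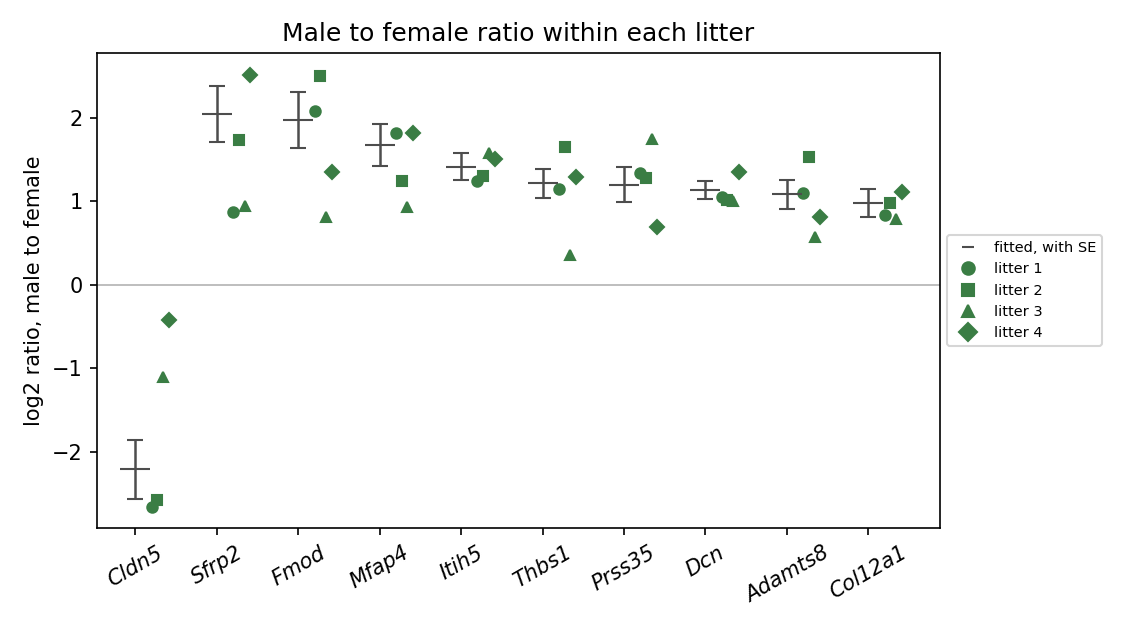
Log2 ratio of male to female for the 10 genes outside the X and Y chromosomes with the largest change in the litter-blocked fit. Grey bars give the fitted value with its standard error and green markers the ratio in each litter. All 4 litters lie below 0 for Cldn5 and above 0 for the other 9 genes.

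Of 17 fixed gene lists, 4 differed between the sexes in camera with its preset correlation. The atrial list was higher in males by a median of 1.01 on the log2 scale (12 of 12 genes, adjusted p = 1.32e-08), the fibroblast list by 0.62 (13 of 15 genes, 0.00523) and the epicardial list by 0.37 (7 of 8 genes, 0.00584). The endothelial list was lower by a median of -0.49, with 1 of 16 genes higher (0.00523). None of the 4 passed under fry or with an estimated correlation. With the litter block, camera called 5 lists, adding the immediate-early and stress list (median -0.16, 0.0205), fry called the fibroblast list alone (0.0212), and with an estimated correlation no list passed, the fibroblast list having 0.115 and being the only 1 with an unadjusted p-value under 0.05. Single libraries moved these medians both ways. The fibroblast median was 0.38 and 0.30 without the male of litter 2 or of litter 4 and 0.22 without the female of litter 3, and it rose to 0.98 without the male of litter 3. The endothelial median was -0.01 without the female of litter 2, and -0.25 and -0.30 without the male of litter 1 or of litter 3. It was -0.92 without the male of litter 2, and -0.82 and -0.82 without the female of litter 3 or of litter 4. Without the male of litter 3 or of litter 4 the epicardial median was 0.74 or 0.24, and the atrial median ran from 0.79 to 1.35. In camera the fibroblast list was no longer past the threshold in 4 of these fits, without the male of litter 2 or 4 or the female of litter 1 or 3. The endothelial list also lost it in 4, without the male of litter 1 or 3 or the female of litter 1 or 2, and the epicardial list without the male of litter 2 or the female of litter 3. Medians of the other 13 lists ran from -0.17 to 0.37, the highest being the erythroid list (6 of 6 genes, 0.144).

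Tested X-linked genes had a median log2 fold change 0.0649 above that of 13286 autosomal genes, over 459 X-linked genes. In the exact permutation test over splits, two-sided, p was 0.0571. Leaving out single samples gave differences from 0.0382 without the female of litter 4 to 0.0832 without the female of litter 3. The exact permutation p reached 0.0286, the smallest possible, in the fits without the female of litter 1 or of litter 3. It rose to 0.229 and 0.257 without the female of litter 2 or of litter 4, and to 0.143 without the male of litter 1 or of litter 3. Without the male of litter 2 or of litter 4 it stayed at 0.0571. With the litter block it was 0.125, the smallest that swaps of the sexes within litters can give.

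The share of variance taken by litter was then set against that of sex. Over 13771 genes, the median share of the sum of squares was 70.4% for litter and 5.9% for sex. Unrelated values would give mean shares of 42.9% and 14.3%, which are not medians. Across the 24 matchings and the 35 splits given next, the middle value of this median was 40.8% for litter and 8.6% for sex. The true matching of females to males gave the largest litter share of 24 (exact permutation p = 0.0417, the smallest possible), with the next at 63.7%. For sex, 26 of 35 splits gave a share as large (exact permutation p = 0.743), but splits that part fewer pairs also take up variance between litters. Among the 8 splits that part all 4 pairs, a comparison added after the data were seen, the real one gave the largest share, with 4.8% at most in the others (exact permutation p = 0.125, the smallest possible). The alternative that moved the litter share most, a mean of at least 50 counts, gave 72.4%. The first principal component took 39.5% of the variance and placed litter 3 at 37.9 and 41.6, with the other libraries between -24.0 and 0.39. On the second, with 16.8%, males lay between 9.61 and 19.8 and females between -25.0 and -6.57. All tested genes entered the components, Xist and the Y-linked genes included. The parting of the sexes may therefore rest in part on the genes that served to check the labels.

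**Figure D3:**
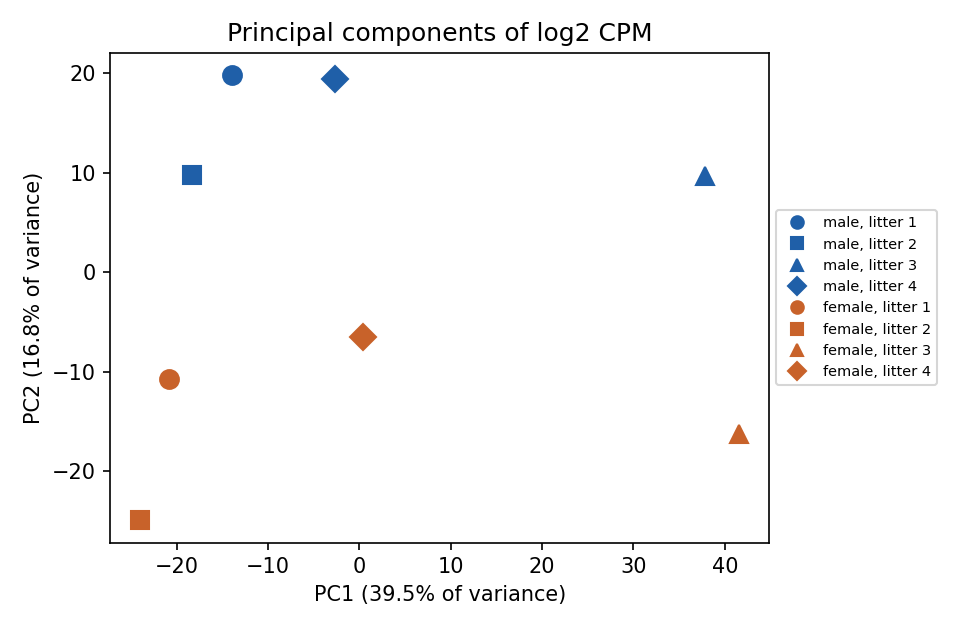
First and second principal components of log2 CPM, with 1 point per library, males in blue, females in orange and a marker shape per litter. All tested genes entered, those on the X and Y chromosomes included. Both libraries of litter 3 lie to the right of the other 6 on the first component, and the 4 males lie above the 4 females on the second.

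The litter test found 4427 of 13771 genes (32.1%) with an adjusted p-value under 0.05, of which 1050 had a range over litters of at least 1 on the log2 scale. Without litter 3 the count was 1898, of which 1821 were among the 4427. The 5 genes with the smallest adjusted p-values were Myh7, Hif3a, Eln, Sema5a and Sult1a1. Myh7, the slow myosin heavy chain gene on chromosome 14, had 395 ± 22.2, 596 ± 75.0, 4850 ± 1239 and 1445 ± 457 CPM in litters 1 to 4 (SD, n = 2; edgeR adjusted p = 3.29e-08). Of its sequence windows, 13.9% also occur in other genes, including Myh6, so part of its count is uncertain. Hif3a on chromosome 7 had 15.5 ± 1.36, 30.3 ± 0.431, 90.6 ± 10.3 and 37.6 ± 1.30 CPM (adjusted p = 2.04e-07). Eln on chromosome 5 had 16.3 ± 1.94, 43.0 ± 11.1, 7.48 ± 0.0343 and 72.9 ± 28.2 CPM (adjusted p = 1.41e-06). Sema5a on chromosome 15 had 39.7 ± 3.35 CPM in litter 3 and 6.80 to 10.9 CPM in the others, and Sult1a1 on chromosome 7 had 13.8 ± 0.872 CPM in litter 3 and 0.653 to 2.37 CPM in the others (both 3.04e-06). Without litter 3 the log2 range of Sema5a fell from 2.53 to 0.76 and that of Sult1a1 from 4.36 to 1.90. The ranges of Myh7, Hif3a and Eln fell as well, from 3.56 to 1.90, 2.52 to 1.34 and 3.37 to 2.18.

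**Figure D4:**
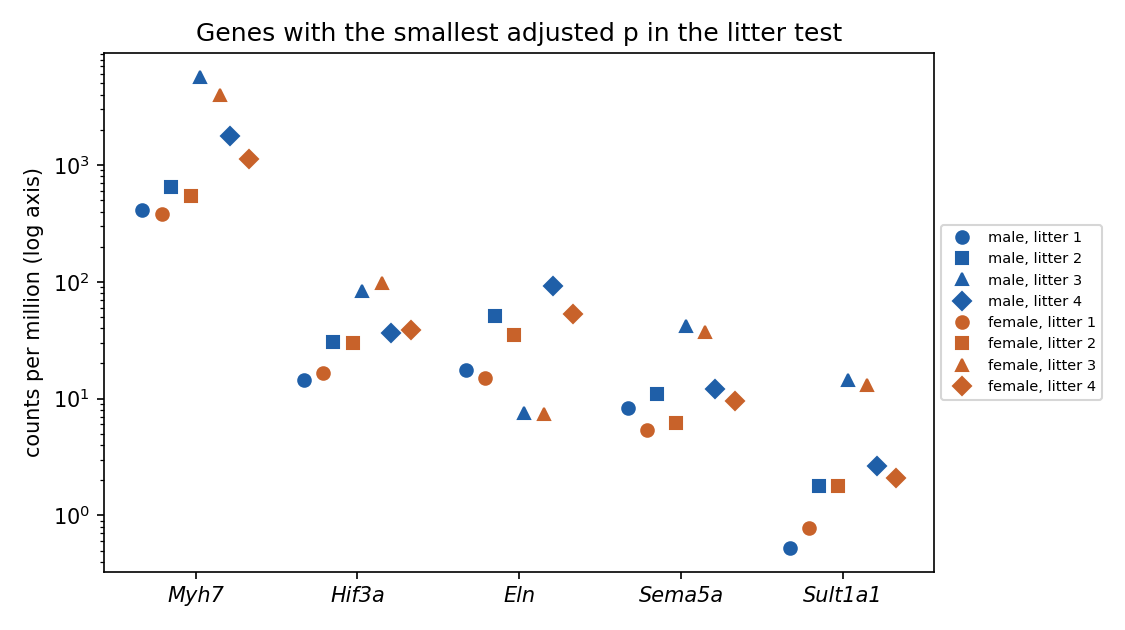
CPM on a log axis of the 5 genes with the smallest adjusted p-values in the litter test, with 1 point per library, males in blue, females in orange and a marker shape per litter. The male and the female of a litter lie close together, and litter 3 is highest for Myh7, Hif3a, Sema5a and Sult1a1 and lowest for Eln.

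Against the mean of the other 3, 1827 genes differed in litter 1 (1082 higher, 745 lower), 575 in litter 2 (454 higher, 121 lower), 3903 in litter 3 (1871 higher, 2032 lower) and 1447 in litter 4 (648 higher, 799 lower). Of the genes of litter 3, 3177 were also among the 4427 litter genes. With library size alone in place of TMM, litter 3 had 2419 higher and 1698 lower, and litter 4 had 262 higher and 1501 lower, so the balance of directions in these litters differed between scalings.

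No list could pass after adjustment unless at least 15 of the 17 reached the smallest p-value, so the 0 that passed say little about differences between litters. At an unadjusted p-value under 0.05, 4 lists had the smallest exact permutation p of 0.0417 (adjusted 0.177). These were the fibroblast, mural, G2/M and ventricular lists, with 99.1%, 93.0%, 96.9% and 89.5% of the sex-centred variance between litters. Which lists reached it depended on the processing. With library size alone 4 lists did, 3 of them among these. With list genes at a mean of at least 50 counts 3 did, 2 of them among these. The mean score of the G2/M list was 1.07, 0.39, -1.42 and -0.04 in litters 1 to 4, and that of the fibroblast list was -0.09, 0.57, -0.84 and 0.36. Exact permutation p-values of the other 13 lists ran from 0.0833 to 0.917.

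**Figure D5:**
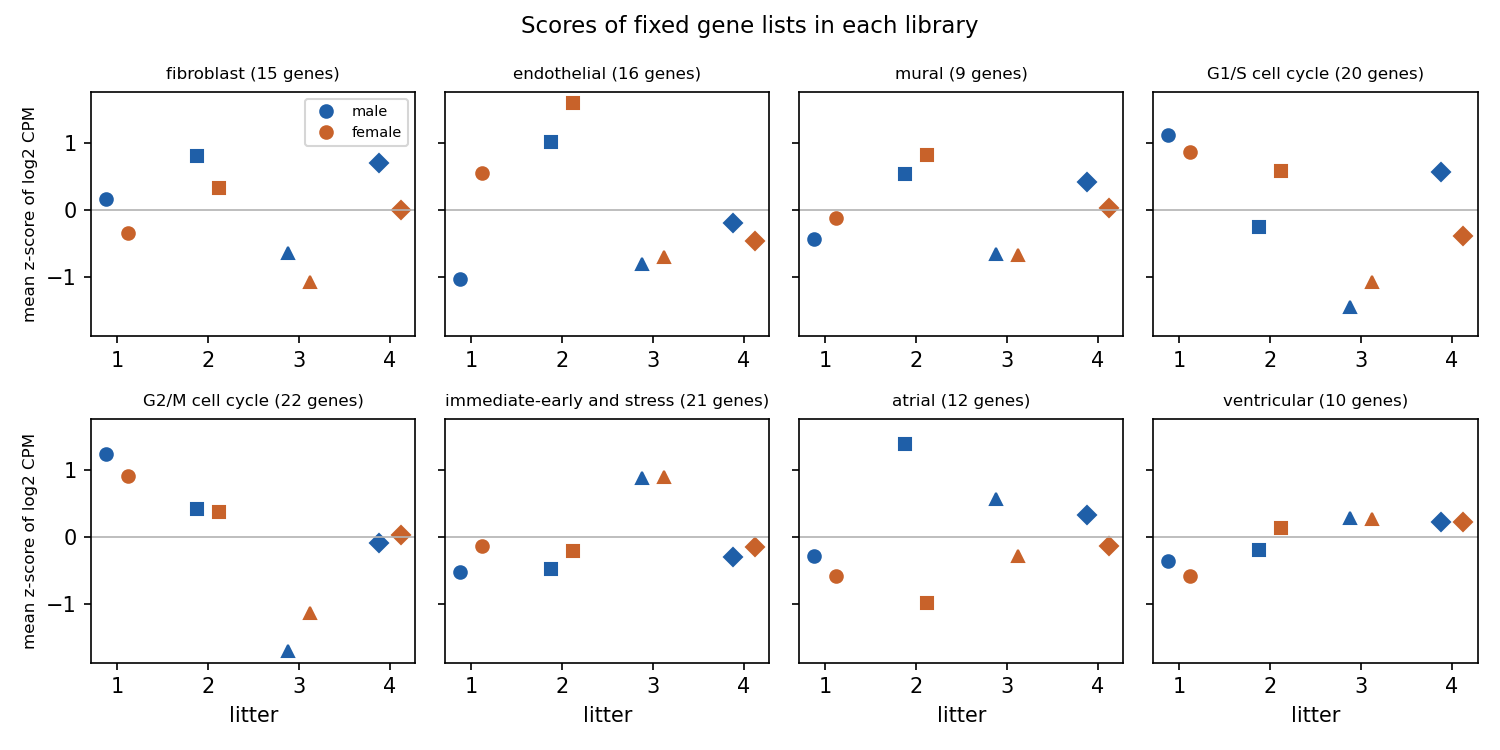
Mean z-score of log2 CPM for 8 of the fixed gene lists, with 1 point per library, litter on the horizontal axis, males in blue and females in orange. Both libraries of litter 3 are lowest for the G2/M list and highest for the immediate-early and stress list.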

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

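The tests of the mitochondrial share, and the thinning and the GC and length correction for the litter genes, were chosen after these results were seen, and only the count over matchings of females to males before. In each group of 4 libraries of a sex, the highest or lowest library was compared with the rest, and 10 of 53 groups had a library far outside the other 3, where chance gives about 2.6. Many of these groups use the same libraries, so they are not independent.

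The male of litter 4 had 18.5% of its counts on mitochondrial genes (95% Wilson interval 18.44 to 18.47%), against 14.2 to 14.7% in the other 3 males. Counting error is far smaller than this gap. A larger pool of all mitochondrial transcripts would raise all 13 mitochondrial mRNAs, and 9 of 13 were above the other 3 males. Of the remaining 4, mt-Atp8, mt-Nd3 and mt-Nd4l lie near the floor, while mt-Nd6 was lower, at 45.2 CPM against 47.3 to 67.9 CPM. Among the abundant mRNAs the rise was uneven, with ratios to the mean of the other males from 1.06 for mt-Nd2 to 1.38 for mt-Nd5. The pool and an effect on some transcripts cannot be told apart. Few of the 13 that were not higher have usable counts, and the ratios rest on 1 library. With mitochondrial genes left out, the count of sex genes was 6 as before. No biological explanation was tested for a single library.

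Sema5a stood apart in litter 3 in both sexes, at 42.1 CPM in the male against 8.23 to 12.2 CPM in the other males, and at 37.3 CPM in the female against 5.36 to 9.49 CPM. Sult1a1 did likewise, at 14.4 CPM in the male against 0.522 to 2.65 CPM and at 13.1 CPM in the female against 0.783 to 2.08 CPM. Both were picked as litter genes, so agreement of the male with the female is part of why they are named. The immediate-early and stress list was also apart, with scores of 0.882 in the male and 0.890 in the female of litter 3, against -0.519 to -0.293 and -0.212 to -0.128. For the litter genes as a whole, the true matching of females to males was the only 1 of 24 to give as many calls, with 1613 at most in the others. After thinning every library to the smallest total 4042 genes passed, of which 3812 were among the 4427, and after a correction for GC content and transcript length 3927 passed, of which 3567 were among them, which argues against depth and against GC content or length as the whole cause. What stays open is whether the litters were handled on different days. The labels name no batch, and litter and day of preparation cannot be told apart. A difference between litters, such as in the dam, remains as an untested biological explanation.

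The cardiomyocyte list scored -0.439 in the male of litter 3, against 0.099 to 0.18 in the other males, and the female of litter 3 scored -0.415. A loss of cardiomyocytes relative to other cells would raise the markers of those cells alike. In litter 3 they went apart, with medians of -1.60, -1.22, -1.30 and -0.37 for the fibroblast, endothelial, mural and epicardial lists, 0.00 for the Schwann and neural list, 0.13 for the macrophage list (2 of 3 genes higher) and 0.89 for the erythroid list (6 of 6). The erythroid rise was not shared by the female, which scored 0.004, within the range of the other females, against 1.87 in the male. Of the 20 cardiomyocyte genes, 6 stand on another list, among them Myh7, which was highest in litter 3. Cardiomyocyte genes went both ways there, 8 higher and 12 lower. The male of litter 3 had 22534910 counts, within the range of the other males. GC content, length and depth were not tested for this list by itself.

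The erythroid list scored -1.27 in the female of litter 2, against 0.004 to 0.173 in the other females. Hbb-bs, its most abundant gene, had 54.8 CPM there and 101 to 118 CPM in the other females. The male of litter 2 scored 0.604, so the litter did not share the fall. The ventricular list scored -0.585 in the female of litter 1, against 0.135 to 0.265 in the other females. The male of litter 1 was also the lowest male, at -0.355. Of its 10 genes, 4 stand on another list. No technical or biological explanation was tested for these 2 libraries.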

How the results depend on the processing

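Of the results that answer a comparison, the count of 6 sex genes, the count of 0 outside the X and Y chromosomes, the litter genes, the genes of litters 1, 3 and 4 and both variance shares stayed within 1.5 times their value under every alternative run except those given here. Sex genes ranged from 5 to 9, including from 5 to 7 in the 8 fits that each left out 1 sample. With the replicate block, which pairs the male and the female of a litter, sex genes rose to 29 and those outside the X and Y chromosomes to 19. The block removes the variation between litters, as the fall of the coefficient of variation from 17.3 to 7.28% shows. Kdm6a, Kdm5c and Eif2s3x passed the threshold only with the block or in some alternatives such as DESeq2. Apart from these genes, Bgn on chromosome X and the lists, the block changed no call among the results given here.

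Within the blocked fit, dropping the filter on low counts gave 350 genes, 323 of them outside the X and Y chromosomes, and only 13 of the 350 fell outside the filtered genes. Without the filter the other 7 swaps of the sexes within litters gave 32 to 217 calls, against 0 with it, so the unfiltered count cannot be read as a count of sex genes. A mean of at least 50 counts left 12 outside the X and Y chromosomes, fewer genes being tested. Across the 4 fits that each left out 1 litter, the blocked count ran from 22 to 44 and that outside the X and Y chromosomes from 12 to 34, the highest without litter 3.

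Litter genes ran from 1898 to 4586 across the fits that left out 1 litter, the lowest without litter 3. The genes of litter 2 fell from 575 to 345 with a mean of at least 50 counts, all 345 among the 575.

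The 4 lists by sex became 0 under fry, 0 with an estimated correlation and 1 with the replicate block and fry. For fry the cause was not tested, and the estimated correlation differs only in replacing the preset 0.01. Leaving out 1 sample gave from 2 to 7 lists, with 2 without the male of litter 2 or the female of litter 1 and 7 without the male of litter 1. The X-linked median ran from 0.0382 to 0.0832 across these fits.

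The log2 fold change of Tsix was -0.04 and ran from -0.43 to 0.19 when 1 sample was left out. It was reversed without the male of litter 3 (0.188) or 4 (0.056) or the female of litter 1 (0.122), and the cause was not tested. Among single genes and lists, 14 other values gained the threshold and 54 lost it. The female of litter 3 has 14226342 counts, the fewest, which limits genes such as Sfrp2, with 1 count there.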

Other observations

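Apart from the counts of splits and swaps, the tests given here were chosen after the pattern they bear on was seen, and the count of splits for genes outside the X and Y chromosomes was chosen after its result as well.

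Other splits of the samples give a measure of chance. For the sex genes, 2 of the 35 splits of the 8 samples gave as many calls as the real one. The other, with 403 calls, set litters 1 and 2 against litters 3 and 4 and parted no pair, and a blocked value cannot be had for it. Among the 8 splits that part all 4 pairs, only the real one gave any call, with 0 at most in the others. For genes outside the X and Y chromosomes the real count is 0, so that all 35 splits necessarily reach it and the comparison measures nothing. For the lists by sex without the block, 25 of 35 splits gave as many as 4 lists, and 5 of the 8 that part all pairs. That count of lists is therefore no more than chance gives. With the litter block, 1 of the 8 ways to swap the sexes within litters, the real one, gave as many as 29 genes and the others gave 0. For lists with the block and fry, the real one gave 1 list and the others gave 0. The fibroblast median was 0.615 in the real one and 0.345 at most in the others. With 8 swaps the share cannot fall under 0.05.

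The G2/M list was lower in litter 3 than in the other litters by a median of -1.75 on the log2 scale, in 22 of 22 genes (limma camera adjusted p = 2.68e-16, fry 0.00765, over the 17 lists of that litter), under TMM, RLE and library size scaling. This comparison of single litters was chosen after the data were seen, and in litter 3 fry called 8 of the 17 lists, the fibroblast (0.00174) and glycolysis (0.00518) lists with smaller adjusted p-values than the G2/M list. Mki67 had 22.8 and 31.6 CPM in the male and the female of litter 3 and at least 52.3 CPM in every other library. Depth does not account for it, since the male of litter 3, with a depth near the other males, showed a median of -2 against them. Loss of dividing cells of other types was set against the markers of those types. Against litter 1 the largest fall of another type was -1.22, in the mural list, and the G2/M list fell by 2.32. These lists were mixed, however. Against the other 3 litters, 12 of 15 fibroblast and 6 of 9 mural genes were lower in litter 3, and 3 of each were higher. Fstl1 of the fibroblast list had 92.57 and 92.08 CPM in litter 1 and 146.9 and 153.9 CPM in litter 3. Such genes lessen the fall of a median, so such a loss cannot be excluded as the cause of the difference from litter 1. In females alone the gap between the falls was small, with -1.63 for the endothelial and -1.82 for the G2/M list. Litter 1 was itself higher on the G2/M list, by a median of 1.29 against the mean of the other 3 (22 of 22 genes). Part of its difference from litter 3 may therefore be a rise in litter 1. Against litters 2 and 4 the fibroblast list fell as far, at -1.88 with -1.46 for the G2/M list. Cell loss and lower division in cardiomyocytes cannot be told apart there either. Older or more mature hearts would have less of the fetal growth list. It was higher in litter 3 by 0.211 (11 of 12 genes), which argues against that reading for the list as a whole. Its most abundant genes did not stand apart. Tnni1 had 2452 and 2455 CPM in litter 3 and 2085 to 2821 CPM in the others. Igf2 had 733.4 and 742.9 CPM against 516.5 to 739.7 CPM, and H19 had 290.3 and 340.1 CPM against 173.9 to 455.1 CPM.

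Hormone and nutrient signals were tested as hypotheses for litter 3, with lists written before the tests. A thyroid-responsive list moved by -0.071 (4 of 9 genes up, fry adjusted p = 0.114), which leaves lower thyroid hormone signal undecided. A glucocorticoid-responsive list was higher by 0.378 (9 of 10 genes, fry adjusted p = 0.0187) and a FoxO-responsive list by 0.318 (11 of 12 genes, 0.0338), over 4 lists. Mt1, the most abundant gene of the first, had 108 and 111 CPM in litter 3 and 68.9 to 80.95 CPM in the others. Txnip, the most abundant of the second, had 1423 and 1332 CPM against 407 to 721 CPM. Trim63, the next most abundant there, was not higher, at 275.1 and 302.9 CPM against 292.8 to 308.4 CPM. Klhl24, which follows it, had 320.9 and 364.5 CPM against 198.6 to 240.6 CPM. All genes of both lists are expressed in these libraries and none stands on another list. Handling stress or feeding state may differ in litter 3, a hypothesis that rests on 2 libraries and that a difference in day of preparation would also explain.

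The fibroblast list was higher in males by a median of 0.62, and in all 4 litters. A lower share of cardiomyocytes in male libraries would raise the endothelial list too. The fibroblast list exceeded the endothelial list in all 4 litters, by a mean of 1.12 (SD 0.72, n = 4 litters). The endothelial list was lower in males in litters 1 to 3 (-1.666, -0.661 and -0.12), which argues against that cause there. In litter 4 the endothelial (0.352), fibroblast (0.832), mural (0.323) and epicardial (0.576) lists were all higher in the male. A lower share may therefore contribute in litter 4. By the fold changes of the blocked edgeR fit, which differ from the log2 CPM used for 0.62, the median was 0.556, and a correction for GC content and transcript length left it at 0.476, so these are not the whole cause. Fibroblast RNA carried over was tested with a second list, which was higher by 0.164 (11 of 14 genes, limma fry adjusted p = 0.13) and leaves this undecided. Its most abundant gene, Sparc, had 149 to 187 CPM in males and 149 to 234 CPM in females. A change in fibroblasts themselves stays open, and sex is an untested biological explanation.

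The atrial list was higher in males in all 4 litters, by 0.20, 2.67, 0.32 and 0.49. Atrial tissue carried over may contribute, but a second atrial list was higher by only 0.111 (7 of 9 genes, fry adjusted p = 0.0689), which decides nothing. Myl7 had 154 CPM in the male of litter 2 and 7.08 CPM in the female, so that pair sets the size of the difference. Of the 12 atrial genes, 2 stand on the cardiomyocyte list.

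Male libraries held 15 to 124 counts of Xist. Their share of the female level was 0.292 ± 0.197% (SD, n = 4), and Y-linked counts in females were 0.0948 ± 0.0805% of the male level. Reads assigned to the wrong library would give like shares, and the exact permutation p of the difference was 0.114, so with 4 libraries a side the spread is too wide to decide.

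The labels name both poly(A) RNA and a total RNA kit. Histone genes, 7SK, Rmrp and Rpph1 together came to 109.5 CPM in the lowest library, or 110 rounded, above the 100 set beforehand as arguing against poly(A) selection. Most of this came from 5 histone genes that can carry poly(A) tails, set aside after the values were seen. The other histone genes held 6.78 to 9.87 CPM and 7SK held 2.53 to 5.95 CPM, so poly(A) selection remains undecided.

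Of 13 mitochondrial mRNAs, 7 had at most 243 CPM in any library and the other 6 had at least 8657 CPM. Reads shared with nuclear copies may lower such counts where reads with more than 1 match are dropped. Across the 13 genes, which are not independent replicates, the Spearman correlation of shared windows with CPM was -0.38 (permutation p = 0.203; Pearson r -0.428), which does not decide it. As description, chosen after the values were seen, mt-Co2, mt-Atp6, mt-Co3, mt-Nd3 and mt-Nd4l share 97.6 to 99.9% of their windows with nuclear transcripts and all are among these 7, whereas mt-Atp8 and mt-Nd6 share 0% and are low as well. Levels of these 7 genes are best not compared with those of the others.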
